A study of Mus musculus with 5 samples.

How the data were processed

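Per the labels and the design text of the series, female mice 12 weeks old, described there as littermates, were fed a Western diet for 18 weeks. Aortic arches were digested, and live CD45-positive cells were sorted, given sample tags and captured on a BD Rhapsody cartridge for whole-transcriptome libraries. Per the file headers, the authors ran the BD Rhapsody pipeline version 1.11.1 against GRCm38 with GENCODE release 19, with intronic reads included and refined cell calling on. The deposited tables, 1 per sample tag, hold counts of molecules per cell for 26189 genes. All values are whole and none is negative, and the file headers name no normalization and no subsampling of reads. A further deposited table gives the tag call of each of 2401 putative cells. Every one of the 1743 cells of the count tables carries the matching call there. That table was written in a later run of the pipeline than the count tables. Which tag belongs to which genotype is given only by the names of the deposited tables. The labels do not say how many mice went into each pool. How the molecules were counted across near-identical genes or by strand is not stated in the headers. The 4 bone-marrow-derived macrophage samples, 2 untreated and 2 treated with SAA3, were not analysed here.

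Cells with at least 200 genes and at most 25% of molecules from mitochondrial genes were kept. This removed 56 cells of the wild-type tag and 31 of the Saa3-/- tag. All 87 exceeded the mitochondrial limit, and 13 of them also had too few genes. Cells of both pools were clustered together with Python 3.11.15, scanpy 1.11.5 and leidenalg 0.10.2. Counts were scaled to 10000 molecules per cell and log-transformed. The 2000 most variable genes, Saa3 excluded, gave 30 principal components, and 15 neighbours and a Leiden resolution of 1 gave the clusters. A cluster took the type whose fixed markers had the highest mean z-score, provided at least 2 of them were found in at least 25% of its cells. Type names ending in -like mean this rule and nothing more. Marker genes are not reported as results.

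Each genotype has 1 pool, so no test across genes was made, and cells were not used as replicates of a genotype. Cells are the unit of the SEs, intervals, shuffles and Fisher's tests below, which describe these 2 pools only. For Saa3 and for cell type shares, Fisher's exact test (two-sided, scipy 1.17.1) compared the 2 pools. Adjustment over cell types followed Benjamini and Hochberg (statsmodels 0.14.6), and intervals of shares are Wilson 95% intervals. A type was not compared where a marker with at least 20 molecules in it differed between pools by over 1 on the log2 scale. Within a cell type, molecules were summed over cells, divided by the pool's total and compared as log2 ratios with a pseudocount of 0.5 molecule. Levels are given as CPM, molecules per 1000000 molecules of the same cells. The SE was taken from the cell-to-cell spread of a ratio estimator and never set below counting error. Genes needed at least 50 molecules over both pools, and a call needed a log2 ratio of at least 1 and 4 SE. 100 shuffles of the pool labels among cells show the count that cell sampling gives. Named genes are the 5 highest and 5 lowest called per type, cell type markers left out, with Saa3 and list members. Any other gene named was chosen after its values were seen.

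Gene lists used members with at least 20 molecules. Their medians were set against 10000 random lists matched on mean expression, and the central 95% served as the limit. Some lists are given for 1 cell type only: the 4 T cell lists in T-cell-like cells and the 2 macrophage-state lists in macrophage-like cells. A fold against a pool with at most 3 molecules is a bound set at 3. Positions come from GENCODE release 21 on GRCm38, the build of the authors' files. For the named genes, stretches of 50 bases of the annotated transcripts were looked up in the transcripts of all other genes, and stretches of 25 bases of Saa1 and Saa2 in those of Saa3.

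The ratio and list functions were tested on simulated data. 343 cells were drawn from real means and depths, with 200 genes changed by 2 on the log2 scale. Of these, 187 were tested and 163 recovered (87.2%), and 1 of 7316 unchanged genes was called. Of 11 unchanged lists 0 lay outside the central 95%. Each simulated gene varied between cells independently of the others, with the same spread for every gene. The simulation thus does not test lists whose members vary together, or genes held mostly by a few cells.

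The markers, lists, filters, tests and most alternatives were fixed before the data were examined. The alternatives were all deposited cells, a stricter cell filter (at least 500 genes and at most 15% mitochondrial molecules), Leiden resolutions of 0.5 and 2, typing of each cell by its own markers, a filter on cells with markers of 2 lineages, other scalings, count limits, ratio limits, errors and pseudocounts, equal cell numbers and equal depth for the genes compared within a type. Added after seeing the data were equal depth for Saa3 and for the gene lists, limits of 5 to 20 Saa3 molecules, the removal of the 2 fibroblast-like cells highest in Saa3, of the 2 highest cells of each pool, of all cells with at least 10 Saa3 molecules or of the immunoglobulin-high cells, shares among immune types only, and equal weights of the T-cell-like clusters. Shuffles of the Saa3 ratios within cell types were also chosen then. Equal depth here means that the deeper pool was thinned to the same mean number of molecules per cell. For single cells, Saa3 was set against the Poisson limit that the rate of T- and B-cell-like cells of the same pool gives, with a Bonferroni adjustment over all cells.

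For tests of possible cell sources 5 short lists were used: abundant macrophage genes, plasma cell genes, thymocyte genes and 2 lists of serous cavity macrophage genes. Values of the first cavity list had been looked at before the second was chosen, and the lists share 2 genes. Depth and the number of cells limit precision. The mean number of molecules per macrophage-like cell was 12772 in the pool labelled wild-type and 8186 in the pool labelled Saa3-/-, and per T-cell-like cell 5458 and 4513.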

Results

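The series holds 5 mouse samples measured by single-cell RNA sequencing. 1 sample is a sorted suspension of live CD45-positive cells (CD45 marks blood-derived cells) from the aortic arch of female mice. It was made of cells from C57BL/6J wild-type mice and from mice homozygous for a targeted allele of Saa3, the gene of serum amyloid A3, on a C57BL/6N background. The cells of each genotype carried their own sample tag, an antibody-bound barcode read with the transcriptome. The other 4 samples are bone-marrow-derived macrophages, 2 untreated and 2 treated with 100 ng/mL SAA3 protein for 24 h. They were not analysed here.

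The aortic cells form 2 pools, 1 per genotype, with 889 cells under the wild-type tag and 854 under the Saa3-/- tag. The deposited tables give counts of molecules (unique molecular identifiers) per gene and cell. The pools held 7410729 and 5297952 molecules, a mean of 8336 and 6204 per cell. After removal of 87 cells, 833 and 823 cells remained, with a mean of 8751 and 6357 molecules. There was no replicate pool of either genotype. No test across genes was possible, and tests on cells compare these pools and not the genotypes. Intervals and standard errors cover counting error and the sampling of cells within these pools, not the spread between mice.

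The targeted gene was examined first. Saa3 lies on chromosome 7 from 46711998 to 46715700 on the minus strand (GRCm38, GENCODE release 21). Its level went against the label. The pool under the Saa3-/- tag held 1268 Saa3 molecules, 242 CPM (molecules per 1000000 molecules), and the pool under the wild-type tag 1079, or 148 CPM. The log2 ratio was 0.71 (SE 1.07). For this reason the pools are called the pool labelled wild-type and the pool labelled Saa3-/- throughout, and every direction below is between pools so labelled.

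The molecules were unevenly spread over cells. In the pool labelled Saa3-/-, 2 fibroblast-like cells held 799 and 325 molecules, 88.6% of the pool's total. Its other cells held 144, or 27.5 CPM of the pool's total. The ratio depended on which high cells were left out, all chosen after their values were seen. Without these 2 cells of one pool it was -2.41 (SE 0.48), and without the 2 highest cells of each pool -1.78 (SE 0.42). Without every cell of both pools with at least 10 molecules it was -0.15 (SE 0.20), 31.0 CPM in the pool labelled wild-type against 27.8, so outside such cells the pools were within error of each other. At least 1 Saa3 molecule was found in 170 of 833 cells of the pool labelled wild-type, 20.4% (Wilson 95% interval 17.8 to 23.3). In the pool labelled Saa3-/- it was found in 114 of 823 cells, 13.9% (11.7 to 16.4). The difference was -6.56 percentage points (Fisher's exact test, two-sided, p = 0.000424). It followed the difference in depth in part: with the cells of the deeper pool thinned to the same mean number of molecules it was -2.35 points (Fisher's exact p = 0.192). At a limit of 10 molecules, chosen after the values were seen, 11 cells (1.32%, interval 0.739 to 2.35) stood against 2 (0.243%, interval 0.0667 to 0.882; Fisher's exact p = 0.022). That p depends on the limit: over limits from 5 to 20 molecules, also chosen after the values were seen, Fisher's exact p ranged from 0.0186 to 0.0755. It was above 0.05 at 7 molecules, with 12 cells against 4, and at 9, with 11 against 3.

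Which aortic cells carry Saa3 was asked in the pool labelled wild-type. A Saa3 molecule was found in 27.2% of the 232 macrophage-like cells (21.8 to 33.2), in 27.3% of the 88 fibroblast-like cells (19.1 to 37.4) and in 29.3% of the 58 dendritic-cell-like cells (19.2 to 42.0). As background, 14.9% of T-cell-like cells (10.6 to 20.5) and 10.9% of the 46 B-cell-like cells had one. T- and B-cell-like cells together had 32.4 CPM of Saa3. At the depth of the macrophage-like cells that rate alone gives a positive share of 31.5%, so the observed 27.2% was not above background. The same rate gives 28.4% for fibroblast-like and 24.7% for dendritic-cell-like cells, both inside the intervals above. What set the macrophage-like cells apart was a small number of cells with many molecules. 10 of the 232 (4.31%, interval 2.36 to 7.75) held 10 to 244 Saa3 molecules, and the type as a whole had 310 CPM. Macrophage-like cells with fewer than 10 had 29.9 CPM. Of the monocyte-like cells, 1 of 54 held 23 molecules. None of the 88 fibroblast-like cells of this pool reached 10, which allows a share of up to 3.41%.

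In the pool labelled Saa3-/-, none of 142 macrophage-like cells reached 10 Saa3 molecules, which allows up to 2.11%. Their level was 29.3 CPM, against 23.4 CPM in T- and B-cell-like cells of that pool. The highest of them held 7 Saa3 molecules, where that rate gives 0.385 at the cell's depth, and a smooth-muscle-like cell of the pool held 9, where it gives 0.155. A Saa3 molecule was found in 18.3% of them (12.8 to 25.5), where the rate of the T- and B-cell-like cells gives 16.8%. Among fibroblast-like cells of that pool 2 of 73 reached 10 molecules (2.74%, interval 0.755 to 9.45), and the type had 1450 CPM. The log2 ratio of the pools was thus -3.39 (SE 0.63) in macrophage-like and 5.72 (SE 1.08) in fibroblast-like cells. The second ratio rests on 2 cells. Shuffles of the pool labels among the cells of a type gave a ratio of that size with p = 0.00853 in macrophage-like and p = 0.0729 in fibroblast-like cells (permutation tests, two-sided), so the rise in fibroblast-like cells was not beyond cell sampling.

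**Figure D1:**
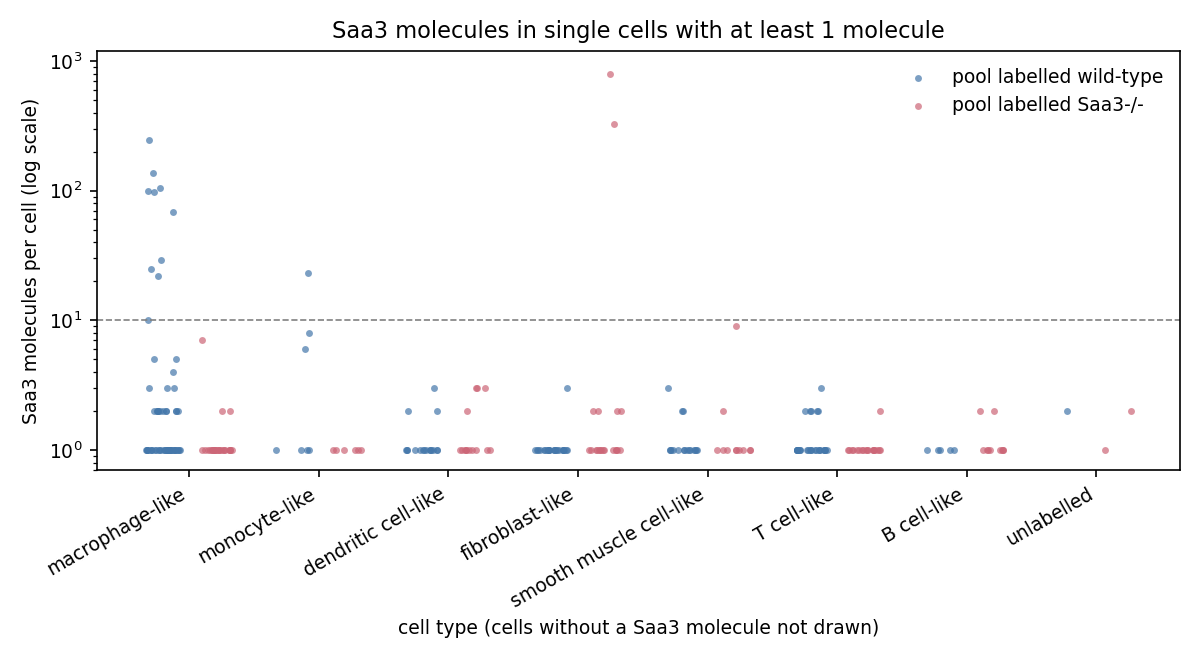
Saa3 molecules per cell (log axis) for each cell with at least 1 molecule, by cell type and pool; the dashed line marks 10 molecules. The 2 points at 799 and 325 are fibroblast-like cells of the pool labelled Saa3-/-, and the highest cell of the pool labelled wild-type, a macrophage-like cell, has 244.

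The composition of the pools was compared next. Clustering of both pools together gave 21 clusters. Clusters were named from fixed markers, and those of one type were merged. The macrophage-like clusters were defined by C1qb and C1qc, the B-cell-like cluster by Cd79a and Ighm, and the smooth-muscle-like cluster by Tagln and Acta2. The 4 T-cell-like clusters were defined by Ccl5 and Trac, by Satb1 and Trbc2, by Trdc and Il7r, and by Stmn1 and Top2a. Fibroblast-like clusters were defined by Dcn and Gsn and by Bgn and Lum, monocyte-like clusters by Lgals3 and Lyz2 and by Cybb and Fcer1g, and dendritic-cell-like clusters by H2-Ab1 and Cd74. The first monocyte-like cluster, of 88 cells, met the rule with 4 markers, yet also had Ctsb and Gpnmb among its defining genes. Both genes and Lgals3 are on the lipid-laden macrophage list, so the split of this cluster from macrophage-like cells rests on the marker rule. The small clusters were neutrophil-like (S100a9, S100a8), NK-cell-like (Ccl5, Gzma), type 2 innate lymphoid-like (Rora, Il1rl1), endothelial-like (Tm4sf1, Pecam1) and mast-cell-like (Mcpt4, Tpsb2). 1 cluster of 62 cells met no marker rule and stayed unlabelled. Its defining genes included Themis, Rag1, Dntt, Cd4 and Cd8b1.

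Macrophage-like cells made up 27.9% of the pool labelled wild-type (24.9 to 31.0) and 17.3% of the pool labelled Saa3-/- (14.8 to 20.0), a difference of -10.6 percentage points (Fisher's exact test, Benjamini-Hochberg adjusted over the 7 types compared, p = 6.74e-07). B-cell-like cells were 5.52% (4.17 to 7.29) against 12.9% (10.8 to 15.3; difference 7.36 points, Fisher's exact test, adjusted p = 6.74e-07). Smooth-muscle-like cells were 12.1% (10.1 to 14.5) against 7.65% (6.03 to 9.67; -4.47 points, Fisher's exact test, adjusted p = 0.00408). The cells had been sorted for CD45, which marks blood-derived cells. Shares of smooth-muscle-, fibroblast- and endothelial-like cells are thus no measure of the aorta's composition. How these cells passed the sort was not tested. The unlabelled cluster was 1.32% (11 cells) against 6.20% (51 cells; 4.88 points, Fisher's exact test, adjusted p = 6.1e-07). T-cell-like cells (23.4% against 26.4%), fibroblast-like cells (10.6% against 8.87%) and neutrophil-like cells (0.96% against 1.82%) showed differences that did not pass the threshold (Fisher's exact test, adjusted p = 0.201, 0.247 and 0.201). Monocyte-, dendritic-cell-, NK-cell-, mast-cell-, endothelial- and type 2 innate lymphoid-like shares were not compared, because markers of these types differed between the pools. Under the other cell filters and typings the macrophage-like difference was smaller, from -9.71 to -6.39 points, and with immune types only it was -14.5. The alternative that moved the macrophage-like difference most was the removal of every cell with markers of 2 lineages, a filter that took 1395 of the 1656 cells. The difference was then -4.86 points (Fisher's exact test, adjusted p = 0.579; 7.21e-08 to 0.579 over the alternatives).

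**Figure D2:**
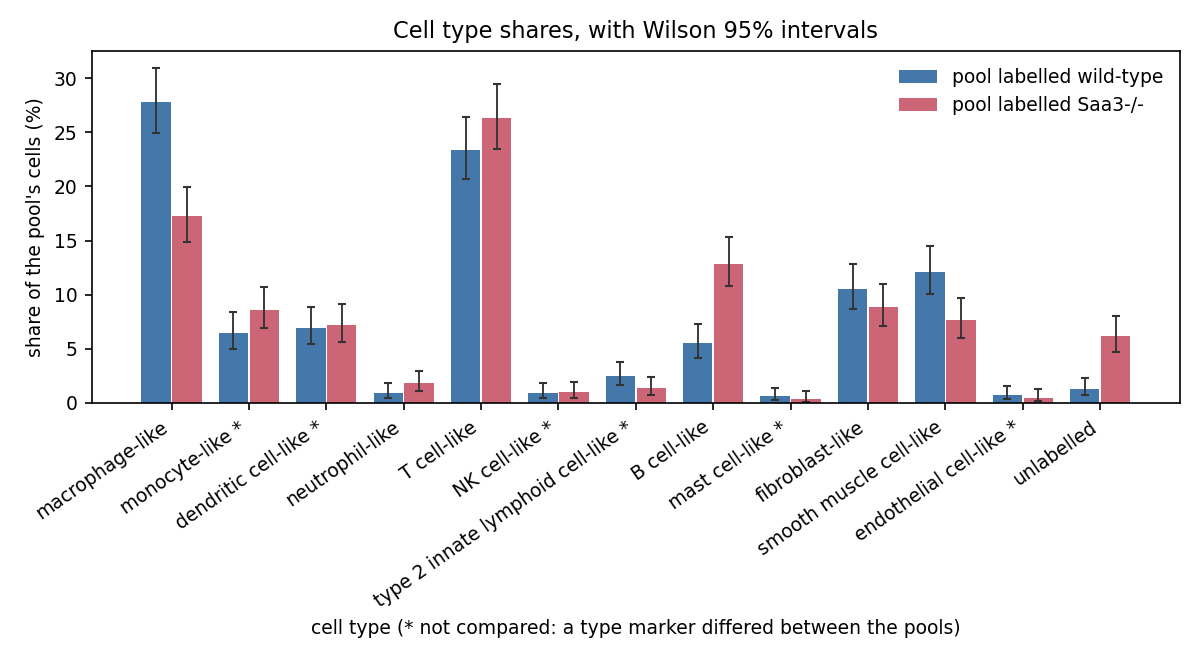
Share of each pool's cells (%) by cell type; bars are the pools, error bars are Wilson 95% intervals, and an asterisk marks types that were not compared. Macrophage-like cells fell from 27.9% to 17.3% and B-cell-like cells rose from 5.52% to 12.9% between the pool labelled wild-type and the pool labelled Saa3-/-.

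Macrophage-like and T-cell-like cells were the only types with at least 100 cells in each pool. Genes were compared within these 2 types as the log2 ratio of CPM, the pool labelled Saa3-/- over the pool labelled wild-type. The standard error (SE) comes from the spread between cells, and no gene has a replicate check. A gene was called at a log2 ratio of at least 1 in size and at least 4 SE.

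In macrophage-like cells (232 and 142 cells) 7972 genes were compared and 16 were called, 5 higher and 11 lower in the pool labelled Saa3-/-. 100 shuffles of the pool labels among these cells called a median of 1 gene and at most 6. With the Poisson error of the summed molecules in place of the cell-to-cell error, the alternative that moved the count most, 65 genes were called. Of these, 37 were higher and 28 lower, so the excess of lower genes was not kept. In every other alternative more genes were lower than higher. The 5 lowest, cell type markers left out, were Igkv3-2, Cxcl13, Saa3, Ighm and Igkc. Igkv3-2 (chromosome 6, 70698449 to 70699067) had 683 molecules against 0, at least 89.3-fold lower when set against the floor of 3 molecules. 5 cells held 678 of the 683, and under the stricter cell filter its log2 ratio reversed to 0.13 (SE 1.14). Ighm (chromosome 12, 113418558 to 113422730; log2 ratio -3.38, SE 0.57) had 10546 molecules in the pool labelled wild-type, 9272 of them in 5 cells. Igkc (chromosome 6, 70726435 to 70726966; -3.27, SE 0.57) had 21989, with 19662 in 5 cells. Without the 5 macrophage-like cells holding at least 1000 molecules of Ighm and Igkc, a setting chosen after the values were seen, these 3 genes were no longer called and 10 genes were. Under the stricter cell filter, at Leiden resolution 2 and with each cell typed by its own markers, all 5 of these cells were typed as plasma-cell-like. None of the 3 genes was called in these settings, with Ighm at -0.43, -0.45 and -0.35 and Igkc at -0.17, -0.16 and -0.14. Cxcl13 (chromosome 5, 95956951 to 95961068) had 2092 molecules in 69 cells against 55 in 23 cells (log2 ratio -3.89, SE 0.59). 5 cells held 1042 of the 2092. Saa3 lost its call with each cell weighing the same (-2.62, SE 0.70).

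The 5 genes higher in the pool labelled Saa3-/- were each found at low counts. Negr1 (chromosome 3, 156561794 to 157316445) had 22 against 39 molecules (log2 ratio 2.16, SE 0.54). Dtx4 (chromosome 19, 12466338 to 12501454) had 82 against 90 (1.48, SE 0.30), and Gm47283 (chromosome Y, 90784738 to 90816464) had 87 against 95 (1.48, SE 0.31). 4930430E12Rik (chromosome 4, 6352105 to 6357530) had 75 against 76 (1.37, SE 0.31), and Bcl2a1d (chromosome 9, 88723285 to 88731914) had 192 against 154 (1.03, SE 0.23). The counts of 3 of these are uncertain. Of the stretches of 50 bases in its annotated transcripts, Bcl2a1d shares 79.5% with other genes, and Gm47283 shares 40.5% with Gm21887. 4930430E12Rik is annotated as antisense. Negr1 lost its call in 11 of 17 alternatives, Bcl2a1d in 9, Dtx4 and Gm47283 in 5 each and 4930430E12Rik in 4.

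In T-cell-like cells (195 and 217 cells) 6397 genes were compared and 3 were called, which is within what cell sampling gave. The shuffles called a median of 0 and up to 8 genes, and 12 of the 100 called at least as many. With the Poisson error 28 genes were called, 10 higher and 18 lower. Gm47283 had 38 molecules against 134 (log2 ratio 1.92, SE 0.32). Parp6 (chromosome 9, 59617284 to 59650285) had 28 against 69 (1.41, SE 0.35). Penk (chromosome 4, 4133531 to 4138819) had 143 against 11 (-3.52, SE 0.73), and 5 cells of the pool labelled wild-type held 110 of its molecules. Parp6 lost its call in 5 of 16 alternatives, Gm47283 in 2 and Penk in 1.

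Gene lists fixed in advance were described by the median log2 ratio of their members and its percentile among 10000 random lists matched on expression. The 95% intervals come from 200 resamplings of the cells. For the lists, thinning to equal depth and equal cluster weights were added after the data had been seen, and the other alternatives were fixed in advance. In macrophage-like cells 5 of 11 lists lay outside the central 95% of random lists. The interferon response list was lower in the pool labelled Saa3-/- (median -0.64, interval -1.28 to -0.05, percentile 0, 13 of 14 members lower). Ifit2 had 158 against 17 molecules (log2 ratio -1.83, SE 0.66), and Rsad2 had 248 against 39 (-1.30, SE 0.56). The inflammatory list was higher (0.41, interval 0.08 to 0.69, percentile 100, 13 of 16 members), with Ccl4 at 0.85 (SE 0.32) and Cxcl2 at 0.62 (SE 0.28). The dissociation stress list was also higher (0.33, interval -0.02 to 0.58, percentile 100), as was the lipid-laden list (0.15, interval -0.19 to 0.43, percentile 98.6), which turned to -0.032 with each cell weighing the same and came inside after thinning to equal depth (0.12, percentile 92.5). For both the interval over cells includes 0. The cytosolic ribosomal list was lower (-0.10, interval -0.17 to -0.01, percentile 0.045) and came inside in 5 of 9 alternatives.

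Which cells counted as macrophage-like moved the lipid-laden, resident-like, inflammatory, interferon response and dissociation stress medians most, while the cytosolic ribosomal median moved most with TMM scaling (-0.18). TMM scaling shifts all genes of the type alike, so no list changed its percentile among random lists under it. A change of sign under TMM scaling thus says nothing about a list's place among random lists. The lipid-laden list was at 0.87 with all deposited cells, and from 0.67 to 0.84 under the stricter cell filter and the 3 other typings. All 18 members were higher in each of these 5 settings, at percentile 100, and no interval over cells was computed there. Monocyte-like cells numbered 54 and 71 in the pools in the settings of the report. They numbered 27 to 29 and 34 to 38 under the other filters and Leiden resolutions, and 47 and 38 with typing by cell. Which cells moved between the types was not traced. The resident-like list, at 0.023 and inside the central 95%, was lower and outside in all 5 of these settings (-0.33 to -0.23), and it also turned to -0.061 with TMM scaling. The inflammatory list was then at 0.08 to 0.17, inside the central 95% in 3 of the 5. Dissociation stress fell to 0.017 and inside with each cell typed by its own markers. The interferon response list was outside in every alternative run.

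The other lists lay inside the central 95% in macrophage-like cells. MHC class II was at 0.05, turning to -0.029 with TMM scaling and to -0.0024 with each cell weighing the same. It was negative under both other cell filters and all 3 other typings (-0.15 to -0.06), and outside the central 95% at Leiden resolution 2. Sterol synthesis was at -0.05, also with its 1 member at the floor set to its bound, and turned to 0.06 with each cell weighing the same and to 0.04 after thinning to equal depth. Glycolysis, at -0.04, kept its direction under the scalings but was positive, and inside, under both other cell filters and all 3 other typings (0.022 to 0.07). The Saa3 neighbours (0.10) and the mitochondrial genes (0.11) kept their direction in every alternative run, and the mitochondrial list was outside the central 95% under both other cell filters and all 3 other typings.

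In T-cell-like cells 7 of 13 lists lay outside. The naive list was higher in the pool labelled Saa3-/- (median 0.43, interval 0.14 to 0.84, percentile 100, 7 of 8 members) and the regulatory list lower (-0.49, interval -1.03 to -0.24, percentile 0.125, 5 of 5 members). For the other 5 lists outside, the interval over cells includes 0. These were effector (-0.55, interval -1.21 to 0.22), interferon response (-0.35, interval -1.16 to 0.47), glycolysis (-0.32, interval -0.51 to 0.01), interleukin-17 (-0.29, interval -0.82 to 0.30) and cytosolic ribosomal (0.07, interval -0.03 to 0.17). Interleukin-17 came inside in 6 of 10 alternatives, interferon response, effector and cytosolic ribosomal in 2 each and glycolysis in 1. MHC class II (-0.09), sterol synthesis (0.14), Saa3 neighbours (0.07) and mitochondrial (0.02) lay inside. Inflammatory (0.06) and dissociation stress (0.06) also lay inside, and turned to -0.012 and -0.14 with each cell weighing the same. Inflammatory also turned to -0.23 with each cell typed by its own markers. Under clusters given equal weight in the pools, naive (0.012), effector (-0.04), interleukin-17 (-0.15) and cytosolic ribosomal (0.03) came inside, while inflammatory (0.25, percentile 98.7) and mitochondrial (-0.036, percentile 1.27) went outside, the latter with its direction turned.

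**Figure D3:**
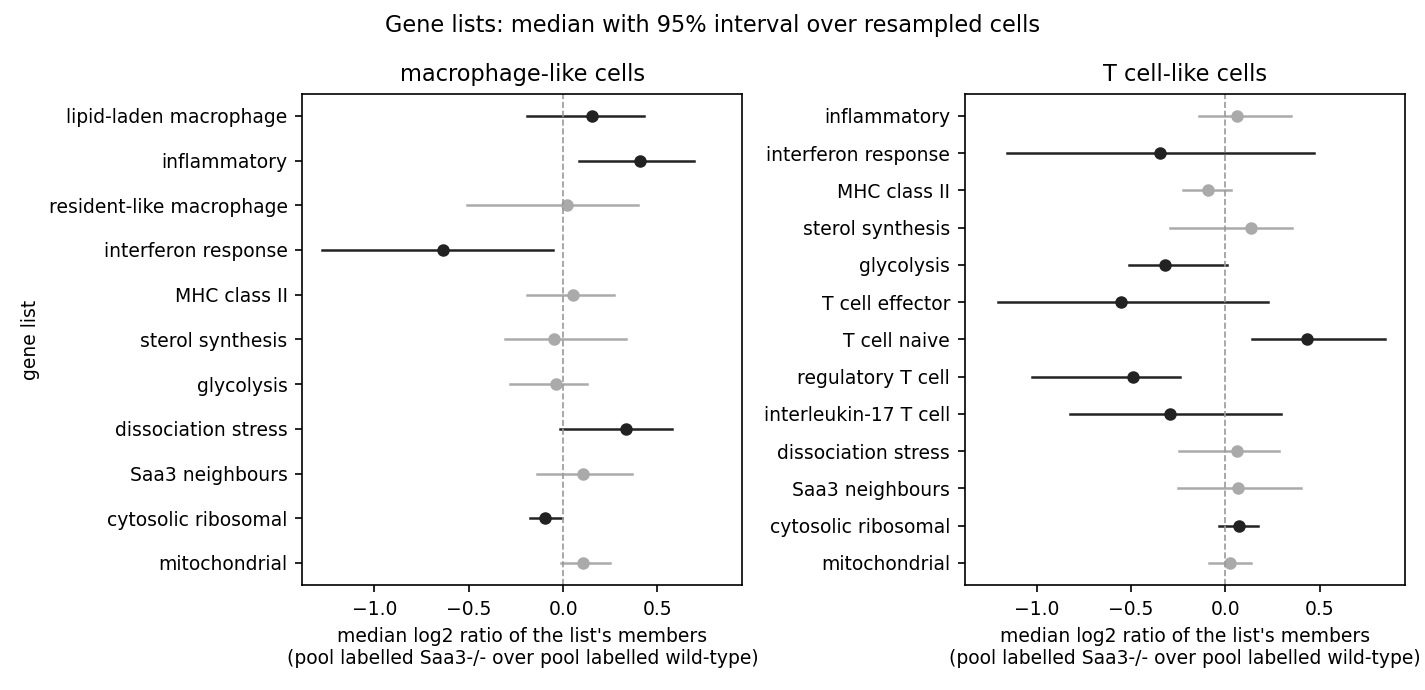
Median log2 ratio of each list's members (pool labelled Saa3-/- over pool labelled wild-type) with the 95% interval over resampled cells; black lists lie outside the central 95% of random lists, grey ones inside, and the lipid-laden, resident-like, MHC class II and sterol medians of macrophage-like cells and the inflammatory and stress medians of T-cell-like cells change sign under a scaling. The resident-like median changes sign only under TMM scaling, which shifts all genes alike and leaves the percentiles unchanged. The interferon response list is lowest in macrophage-like cells at -0.64, and the naive list is highest in T-cell-like cells at 0.43.

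Genes that mark sex or strain were compared over all cells. Xist was found at 406 CPM, in 74.5% of cells, in the pool labelled wild-type and at 445 CPM, in 68.2% of cells, in the pool labelled Saa3-/-. Of the Y-linked genes Ddx3y had 60 and 49 molecules (log2 ratio 0.19, SE 0.28), and Uty, Kdm5d and Eif2s3y had 5 or fewer in each pool. For the genes chosen for differences between C57BL/6J and C57BL/6N mice, every log2 ratio lay within 2 SE of 0. Nnt had 267 and 174 molecules (-0.14, SE 0.17), Wdfy1 193 and 159 (0.20, SE 0.18), and Ide 407 and 256 (-0.19, SE 0.14). Entpd4 and Entpd4b had 2 or fewer molecules in each pool, too few to compare. Next to Saa3 on chromosome 7, Saa2 had 7 molecules against 86, of which 81 lay in the 2 fibroblast-like cells highest in Saa3. Of the stretches of 25 bases in annotated Saa1 and Saa2 transcripts, 36 of 3736 also occur in those of Saa3, so their counts could not be fully separated.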

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

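All tests on Saa3 in this part were chosen only after its values were seen, and the count of cells with markers of 2 lineages was set before.

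The change in Saa3 between the pools differed between 2 cell types, which were chosen for this contrast after their values were seen. The log2 ratio of the pool labelled Saa3-/- over the pool labelled wild-type was -3.39 in macrophage-like and 5.72 in fibroblast-like cells, a difference of 9.11. In 100000 shuffles of the pool labels among cells of each type, a difference of that size came with p = 0.00125 (permutation test, two-sided, comparing these pools). To allow for the choice of types, the widest gap between any 2 of the 7 types with at least 40 cells in each pool was also shuffled, and p was 0.00714 (permutation test). That the types changed in opposite directions is not shown, because the rise rests on 2 fibroblast-like cells with 799 and 325 molecules and shuffles within that type alone gave p = 0.0729 (permutation test, two-sided), against 0.00853 for the fall in macrophage-like cells. Saa3 molecules outside such cells may be RNA from other cells of the library. The rate in T- and B-cell-like cells would give a positive share of 31.5% at the depth of macrophage-like cells of the pool labelled wild-type, where 27.2% was seen. Evenly spread RNA from other cells is argued against for 3 cells with fewer than 10 molecules, which lay above that rate (Poisson limit adjusted over all cells). These are a smooth-muscle-like cell with 9 molecules and a macrophage-like cell with 7 in the pool labelled Saa3-/-, and a monocyte-like cell with 6 in the other pool.

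Free RNA and a doublet with a Saa3-high macrophage-like cell are argued against as sources of the 2 cells. Free RNA spreads with depth, while these 2 cells held 88.6% of the pool's Saa3. A doublet with a Saa3-high macrophage-like cell would bring that cell's other transcripts. The 8 abundant macrophage genes had 39 and 51 molecules in the 2 cells, against a median of 752 in the 10 Saa3-high macrophage-like cells (exact rank-sum test, two-sided, p = 0.0303). The lowest of those 10 had 53, so the margin to it is 2 molecules. No macrophage-like cell reached 325 Saa3 molecules, the highest being 244. The 2 cells were deep, with 28788 and 29683 molecules, where the fibroblast-like clusters had medians of 8426.5 and 8575. Doublets with any other partner were not tested and stay open. A swap of the 2 tags cannot be decided by these counts. It would leave no Saa3-high cell in the pool labelled wild-type, where 11 were found, only if the targeted allele gives no counted Saa3. By that rule the labels as given would leave none in the pool labelled Saa3-/-, where 2 were found.

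What also stays open is whether these are wild-type cells with the wrong tag, whether reads of paralogs were counted as Saa3, or whether the targeted allele can still give molecules counted as Saa3. Reads of Saa1 and Saa2 counted as Saa3 would be missing from the counts of Saa1 and Saa2, and 81 of the 86 Saa2 molecules of that pool lay in the same 2 cells. Of the stretches of 25 bases in annotated transcripts of these paralogs 0.964% also occur in Saa3. That is little, but a short stretch can hold many reads, and the position of the reads was not analysed here, so this source cannot be told apart from Saa3 itself. Fibroblast-like cells with at least 10 molecules numbered 0 of 88 and 2 of 73, too few to separate the pools (Fisher's exact p = 0.204), so a wrong tag cannot be told apart from the label. Macrophage-like cells with at least 10 molecules numbered 10 of 232 against 0 of 142 (Fisher's exact p = 0.0156). Over limits from 5 to 20 molecules Fisher's exact p was 0.0151 to 0.0578, with 10 cells against 1 at limits of 6 and 7. Whether the difference in macrophage-like cells passes the threshold thus depends on the limit, and the targeted allele as a source cannot be told apart from the other possibilities, since the gene could also be switched on in different cells of the pools. Whether the pools also differ by genotype in fibroblast-like Saa3 was not testable with 1 pool each.

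Among the 2401 putative cells, 647 had no tag call (26.9%, Wilson 95% interval 25.2 to 28.8) and 11 were called as carrying both tags (0.458%, interval 0.256 to 0.819). These cells lie outside the count tables used here. As many pairs of cells with the same tag as with both tags would be captured where the pools are of near-equal size. Cells with markers of 2 lineages numbered 1395, 84.2% of those kept, so most of these are not captured pairs. RNA from other cells is the candidate source left open for them. No biological explanation of the tag calls was tested.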

How the results depend on the processing

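No paired analysis was possible because each genotype has 1 aortic pool, and the bone-marrow-derived macrophage samples that share batch numbers were not analysed here. For the same reason there was no replicate to leave out.

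The Saa3-positive share was lower in the pool labelled Saa3-/- under both other cell filters and at every limit from 5 to 20 molecules, chosen after seeing the data. It was no longer past the threshold at a limit of 7 molecules (-0.955 percentage points, Fisher's exact p = 0.0755) and at 9 (-0.956, Fisher's exact p = 0.0564), where cells of the pool labelled Saa3-/- with 7 and 9 molecules count. With the deeper pool thinned, a setting chosen after seeing the data, it was -2.35 percentage points and no longer past the threshold (Fisher's exact p = 0.192; 0.000597 to 0.192 over the alternatives). Depth accounts for that change by the setting's construction. The Saa3 ratio of the pools kept its direction under both filters and reversed to -2.41 without the 2 fibroblast-like cells highest in Saa3, and to -1.78 without the 2 highest cells of each pool. Without the cells of both pools with at least 10 molecules it was -0.15, within its error (SE 0.20) of no change. These 3 settings were also chosen after seeing the data, and they change the ratio by construction, since they leave out cells for their Saa3 molecules. The Saa3-positive share of macrophage-like cells in the pool labelled wild-type was 24.6% to 25.8% under the other typings, against 27.2%.

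The differences in macrophage-like, B-cell-like, smooth-muscle-like and unlabelled shares kept their direction and side of the threshold under the other cell filters and typings. With each cell typed by its own markers, though, the unlabelled cells are a different set of 200, which holds 34 of the 62 cells of the unlabelled cluster, so that setting says nothing about the cluster. Macrophage-like and B-cell-like shares also did so with immune types only, a setting chosen after seeing the data. The filter on cells with markers of 2 lineages left 119 cells of the pool labelled wild-type and 142 of the other. Under it the macrophage-like difference was -4.86 points (adjusted p 0.579, 7.21e-08 to 0.579 over the alternatives) and the smooth-muscle-like difference -8.17 (0.480, 0.00011 to 0.480). The T-cell-like difference, not past the threshold in either case, reversed to -2.40. The unlabelled share stayed past it at 7.61 points (0.0327, 1.79e-07 to 0.0327). Neutrophil-like and B-cell-like shares had no comparison there. Since the filter took most cells, it says nothing about how stable the shares are. B-cell-like p-values ranged from 3.03e-07 to 0.000669 over the other alternatives.

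In macrophage-like cells the 16 calls became 10 with each cell weighing the same, 9 at a log2 ratio of at least 2, and 65 with the Poisson error (37 higher and 28 lower). Without the immunoglobulin-high cells, a setting chosen after seeing the data, 10 were called, all among the 16. The other alternatives gave 12 to 21. The typing by cell shared 6 genes with the 16, Leiden resolution 2 shared 7 and the stricter cell filter 7. In T-cell-like cells the 3 calls became 0 at a minimum of 200 molecules, 1 at a ratio of at least 2 and 28 with the Poisson error. The limits alone account for fewer calls in the first 2 of these. With each cell weighing the same, 1 higher and 3 lower genes were called, against 2 and 1. Igkv3-2 reversed to 0.13 (SE 1.14) under the stricter cell filter. There, at Leiden resolution 2 and with typing by cell, the 5 immunoglobulin-high cells were typed as plasma-cell-like and so left the comparison, and Igkv3-2, Ighm and Igkc lost their calls. With all deposited cells and at Leiden resolution 0.5 all 5 stayed macrophage-like and the calls held. The plasma-cell-like type held 25, 27 and 6 cells in the first 3 settings, of which 25, 27 and 5 were macrophage-like in the settings of the report. Cxcl13 kept its call in all 17 alternatives, at log2 ratios from -4.04 to -3.78. Besides Igkv3-2, Ighm and Igkc, 43 values over 8 named genes no longer met the call and none gained one.

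The number of lists outside the central 95% in macrophage-like cells fell from 5 to 3 with each cell weighing the same, where the lipid-laden list reversed to -0.032. The resident-like list reversed to -0.23 with all deposited cells, -0.31 under the stricter cell filter, -0.25 and -0.30 at Leiden resolutions 0.5 and 2, and -0.33 with typing by cell. MHC class II reversed to -0.15 at Leiden resolution 2. It was also negative, and glycolysis positive, in the other 4 of these 5 settings, inside the central 95%. The causes were not tested. In the 5 settings that reversed the resident-like list, 199 to 260 cells of the pool labelled wild-type and 144 to 177 of the other counted as macrophage-like, against 232 and 142. In T-cell-like cells the mitochondrial list reversed to -0.036 with clusters given equal weight in the pools, and the cause was not tested. This setting and thinning to equal depth were added for the lists after seeing the data. Among the other list values, 24 came inside the central 95% and 6 went outside, 5 of the mitochondrial list in macrophage-like cells and 1 of the inflammatory list in T-cell-like cells under equal weights. The interferon response list of macrophage-like cells stayed below in all 9 alternatives (-1.33 to -0.58), as did the regulatory list of T-cell-like cells in all 10 (-0.68 to -0.32). The naive list stayed above in 9 of 10 and came inside, at 0.012, under equal weights. The strain and sex genes moved by less than their error under both filters.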

Other observations

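Chosen only after the result, or part of it, was seen were the tests of Gm47283 against Y-linked genes, cell mix and strain, of the B-cell-like share, of the stress list (1 of its 6 values had been seen) and of both lists of serous cavity genes.

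The unlabelled cluster, 51 of whose 62 cells belong to the pool labelled Saa3-/-, may come from thymus carried over with the arch. Of 4 thymocyte genes (Rag2, Ptcra, Arpp21 and Aqp11), at least 1 molecule was found in 80.6% of these cells (Wilson 95% interval 69.1 to 88.6). The share was 11.7% in T-cell-like and 5.92% in B-cell-like cells. Arpp21 had 603 CPM in the cluster against 64.1 in T-cell-like cells, and Aqp11 172 against 31.3. Cd4 and Cd8b1 were found together in 77.4% of the cluster's cells and in 9.47% of T-cell-like cells. A cycling cluster counted as T-cell-like, of 34 cells, had at least 1 of the 4 genes in 88.2% of its cells, so T-cell-like cells also hold some of this kind. All 4 listed genes were found in T-cell-like cells, at lower levels. Whether the difference between the pools in this cluster comes from dissection or from the genotype was not tested.

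The immunoglobulin transcripts in macrophage-like cells of the pool labelled wild-type may come from antibody-producing cells, alone or in doublets. 5 cells held 4777 to 6639 molecules of Ighm and Igkc each. All 5 had a molecule of Tnfrsf17, Pou2af1, Eaf2 or Txndc5, against 129 of 369 other macrophage-like cells (Fisher's exact p = 0.00562). These genes had 931 CPM in the 5 cells and 60.5 in the others, most of them from Txndc5 (66 molecules) and Pou2af1 (45). The 5 cells had a median of 29825 molecules against 9921 in the other macrophage-like cells of that pool. All 5 were typed as plasma-cell-like when each cell was typed by its own markers. These values do not separate doublets from plasma cells placed in a macrophage-like cluster.

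Without these 5 cells, 7 genes were called lower and 3 higher in macrophage-like cells of the pool labelled Saa3-/-. Besides Cxcl13 and Saa3, the lower ones were Lyz1 (log2 ratio -2.84, SE 0.68), Cp (-2.15, SE 0.34), Cd55 (-1.89, SE 0.43), Fgr (-1.50, SE 0.30) and C3 (-1.07, SE 0.17). They were chosen after their values were seen. Lyz1 shares 16.1% of its transcript stretches of 50 bases with Lyz2. Serous cavity macrophages carried over with the arch were examined as a candidate source of the Saa3-high cells. A first list of 8 genes (Gata6, Alox15, Prg4, Serpinb2, Icam2, Fcna, Garnl3 and Selp) had 21 molecules in these cells and 235 in the other macrophage-like cells of the pool labelled wild-type, 96.8 against 85.6 CPM (one-sided exact binomial p = 0.326). Its most abundant genes were Fcna (59.9 against 41.9 CPM), Prg4 (18.4 against 21.1) and Gata6 (13.8 against 7.28). Alox15 had no molecule, and the other genes of the list were all found in the other macrophage-like cells. After these values had been seen, a second list was chosen (Icam2, Garnl3, Rarb and Ltbp1, 2 of them in both lists), which had 18.4 against 48.4 CPM (p = 0.992 in the same exact test). All of its genes were found in the other macrophage-like cells, Ltbp1 being the most abundant (13.8 against 25.1). With so few molecules, and with lists chosen in this order, that source cannot be told apart from resident cells. At least 10 Cxcl13 molecules were found in 2 of the 10 Saa3-high cells and in 23 of the 222 other macrophage-like cells of that pool (Fisher's exact p = 0.294), with Cxcl13 at 1485 against 645 CPM.

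Gm47283 was higher in the pool labelled Saa3-/- over all cells (254 molecules against 479, log2 ratio 1.39, SE 0.15) and in each of 7 cell types with at least 40 cells in each pool. It was within 2 SE of no change in fibroblast-like (0.14, SE 0.46), monocyte-like (0.30, SE 0.48) and smooth-muscle-like cells (0.85, SE 0.57). Male cells are argued against, since 4 Y-linked genes together had a log2 ratio of 0.18 (SE 0.26), 4.00 standard errors below Gm47283. A different mix of cell types is also argued against, since the mean within types was 1.27 (SE 0.16). After thinning to the same mean number of molecules per cell, the ratio in T-cell-like cells was 2.03 (SE 0.34). A difference in mean depth thus does not account for it. A strain variant, such as a different number of copies, is a candidate explanation. It cannot be told apart from genotype, because the labels give each genotype its own substrain, although the design text calls the mice littermates. Nnt, meant as a strain marker, was within its error of no change (-0.14, SE 0.17). Molecules of Gm21887, which shares 40.5% of the stretches, also stay open and were not tested.

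The interferon response list was lower in macrophage-like cells of the pool labelled Saa3-/-. A few deep cells are argued against, since the median was -0.88 with each cell weighing the same. A difference in mean depth is argued against by a median of -0.58 after thinning, a setting added for the lists after seeing the data. The 5 macrophage-like cells of each pool with the highest share of the list held 709 of 3911 and 187 of 1129 of its molecules. Without them the median was -0.72, with 11 members lower, so a few interferon-high cells do not make up the pattern. In all 3 settings the list stayed below the central 95% of random lists. A biological difference between the genotypes may be involved, as a hypothesis, but a difference between single mice or between substrains stays open and was not tested.

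The dissociation stress list was higher in macrophage-like cells of the pool labelled Saa3-/-, which could reflect handling. Of 6 other cell types with at least 40 cells in each pool, 1 (dendritic-cell-like, median 0.29) had the list above the central 95% of random lists. The other medians lay between -0.0041 and 0.12 with members going both ways, so handling cannot be told apart from a change in these cells.

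The higher naive list in T-cell-like cells of the pool labelled Saa3-/- may reflect a different mix of the 4 T-cell-like clusters. The mix did differ. The Satb1 and Trbc2 cluster held 37 of 195 cells of the pool labelled wild-type and 79 of 217 of the other. The Ccl5 and Trac cluster held 86 and 70, the Trdc and Il7r cluster 58 and 48, and the Stmn1 and Top2a cluster 14 and 20. With each cluster given the same weight in both pools, the median was 0.012 (percentile 63.2), with 4 members higher and 4 lower. A median near 0 over such members decides nothing, and the clusters rest partly on these genes, so the mix cannot be told apart from a change within clusters. The regulatory list stayed lower under equal weights (-0.32, percentile 1.53).

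The B-cell-like share was higher in the pool labelled Saa3-/- also with macrophage-like, smooth-muscle-like and fibroblast-like cells left out, at 11.2% of 412 cells against 19.4% of 545 (Fisher's exact p = 0.000485, comparing these pools). A poorer capture of those 3 types alone is thus argued against. Cells from blood or from lymphoid tissue beside the aorta were not tested.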
